A study of Mus musculus with 36 samples.

How the data were processed

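Gene expression was measured in liver RNA of 36 male mice, 1 array per mouse. The mice had either a tamoxifen-inducible deletion of the insulin receptor gene Insr in hepatocytes (called knockout here) or intact Insr (called control). They were killed 8, 12 or 16 h after lights-on (Zeitgeber time, ZT), with lights off at ZT12, at 11 weeks of age and with free access to chow. The 6 groups of genotype and time held 6 mice each, as the labels give them. The labels state neither when tamoxifen was given nor whether the control mice carried the Cre transgene.

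Per the labels, 200 ng of total RNA was labelled with 1 dye (Cy3) and hybridised to Agilent SurePrint G3 Mouse GE v2 arrays. Per the file headers, the spot values are in units of fluorescence intensity, extracted with Feature Extraction 10.10.1.1, and the processed signal is background subtracted and detrended but not normalized between arrays. The deposited spot flags (well above background, saturated, outlier) are other values of 0 or 1. The authors' processed table holds log2 values of 32801 probes, which are quantile normalized, since the sorted values of its 36 columns were identical. How the authors made this table is not stated in the files. It was closest to log2 median spot signal in all 36 columns, and wash batch accounted for a median 0.00812% of a probe's variance in it, against 4.48% in median signals quantile normalized here, so wash batch means appear to have been removed. The scanner values were used as the main input, and the authors' table as an alternative.

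The processed signal was taken to log2 and each array's 75th percentile over non-control spots was subtracted. A value of 0 is therefore the 75th percentile of the array. Spots marked as outliers were left out and the spots of a probe were averaged. Probes were kept when well above background on at least 6 of the 36 arrays, which left 34771 probes. Of these, 93 lacked a value on some array and were dropped, a step decided after the data were seen. Each gene was represented by its probe with the highest mean over all arrays, which gave 23054 genes, 17899 of them well above background on every array. Probe positions are those in the files, on build mm9 (NCBI37). The annotation at hand was for a later build and was used only for names, so the exon that a probe reads is not given. It named 32989 probes, and for 1534 of them the name differed from that in the files.

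Each array had 53.7% to 63.1% of its spots well above background, a 75th percentile signal of 311 to 525 intensity units and a median local background of 18 to 31. No spot was saturated. Arrays give no counts, so the precision rests on the number of arrays. Where a gene was well above background on every array of 1 group and on no array of the other, its ratio is given only as a lower bound, against the lowest signal that was well above background.

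Group comparisons used limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with a mean for each of the 6 groups and wash batch as a fixed effect. There were 3 wash batches of 11, 12 and 13 arrays, each with all 6 groups, and 9 slides of 2 to 5 arrays, each within 1 wash batch. The residual degrees of freedom were 28 and the prior degrees of freedom 2.26. Knockout was compared with control at each time. Times were compared within each genotype. The genotype effects at different times were compared by a moderated F test and by 3 pairwise differences. P values were adjusted by Benjamini-Hochberg within each test, with a threshold of 0.05, and genes past it are called. The size of the ZT8 to ZT16 change was compared between genotypes over genes chosen on the mean of both, with 100 assignments of the genotype labels within times, the real one included. Exact permutation tests of 6 against 6 arrays were two-sided, and the smallest p they can give is 0.00216.

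Gene lists were tested with camera at an inter-gene correlation of 0.01, over 20 tests of 5 lists. The lists were fatty acid synthesis (14 genes), FoxO targets and gluconeogenesis (12), circadian clock (18, with Npas2 not tested), PPARα targets and fatty acid oxidation (16) and cholesterol synthesis (19). Further lists, written after the first results were seen, covered female-biased and male-biased liver genes, Y-linked genes, Xist, glucocorticoid targets, dividing cells, and markers of stellate cells and fibroblasts, macrophages, endothelium, bile duct, red cells, pancreas and fat. They are used only in the closing section.

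The groups, tests, the 5 gene lists and the rule for naming genes were fixed before the data were examined. Named are Insr; for each genotype comparison, the 3 genes with the largest rise and the 3 with the largest fall that were called, well above background on all 12 arrays and without overlap between groups; the 4 genes past the F test with the largest ZT16 minus ZT8 difference of the genotype effect and well above background on every array; up to 4 genes of each list with the smallest p in any genotype comparison; Arntl, Dbp, Nr1d1 and Per2; and up to 2 called genes per genotype comparison that were well above background in 1 group only. Genes without a symbol were counted but not named. This gave 39 genes, of which some are not reported here.

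Alternatives covered the background correction (normexp with an offset of 50), quantile normalization, the median signal and the authors' table. Others were no filter or a filter on all 36 arrays, no wash batch term, slide as a fixed or random block, and every probe on its own. Further ones were only the groups compared, array weights, a trended and robust variance, a block for the replicate number, and each array left out in turn. For lists, fry and camera with an estimated correlation were tried. Most changed 1 choice, but some changed more. Normexp was run on the mean signal with the local background. The median signal was taken without background subtraction and was quantile normalized. The authors' table differs from the main input in signal, normalization, wash batch and probes. An exact permutation of each list's mean per array was added after the data were seen. All arrays were scanned on 1 day, so scan date was not tried.

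The pipeline from the model fit on was tested on simulated gene values with 200 changed genes at ZT8, a wash batch effect and a lowered cholesterol list. It recovered 74.5% of the changed genes, with 17 false calls, above the nominal rate. Over 10 further draws, without the wash batch effect and the lowered list, 4.61% of the 1669 calls were false. All draws had genes that vary independently and few changed genes, unlike the real data. These rates therefore do not show the false call rate of the comparisons below. Other tools were statmod 1.5.0, the data.table package (1.17.8), Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.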

Results

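Liver transcripts were measured on 36 arrays, 6 for each of the 6 groups of genotype (hepatocyte Insr knockout or control) and time (ZT8, ZT12 or ZT16). The mean 75th percentile signal was 382 ± 37.8 intensity units (SD, n = 6) in ZT8 controls, 371 ± 17.5 in ZT12 controls and 373 ± 51.1 in ZT16 controls. In knockouts it was 403 ± 69.0 at ZT8, 438 ± 46.5 at ZT12 and 420 ± 37.7 at ZT16 (SD, n = 6). The mean share of spots well above background ran from 56.7% ± 2.61 (SD, n = 6) in ZT8 controls to 59.2% ± 2.54 in ZT8 knockouts. All expression values below are log2 signal relative to the 75th percentile of the array.

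The first principal component held 33.5% of the variance, and genotype accounted for 96.2% of the variation along it. The second held 11.6%, and time accounted for 91.5% of it. The third held 6.72%. Wash batch accounted for 1.69% of the first, 0.0418% of the second and 17.5% of the third. Knockout ZT8 replicate 3 lay apart from the other ZT8 knockouts, with a score of 3.22 on the second component against 29.3 to 46.1 for the others.

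**Figure D1:**
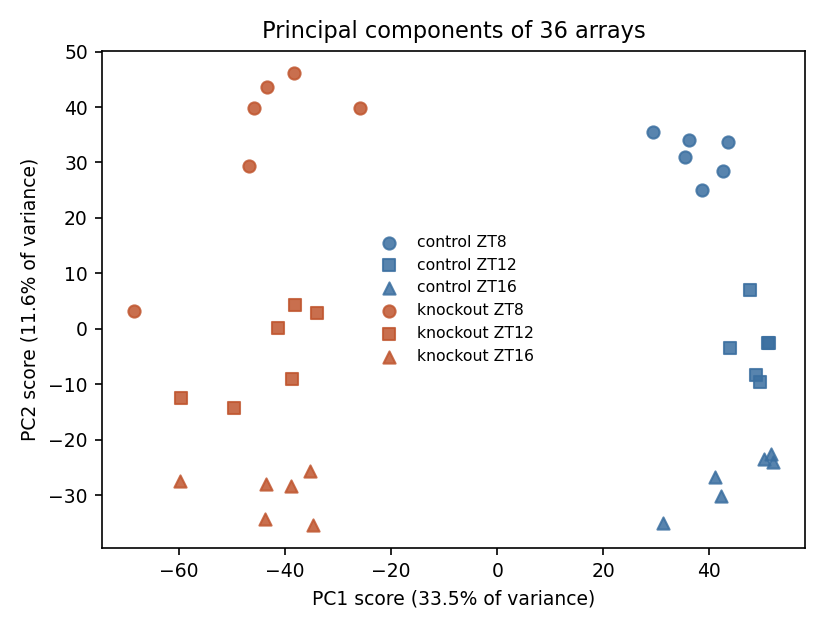
Scores of the 36 arrays on the first (horizontal, 33.5% of the variance) and second (vertical, 11.6%) principal components, with colour for genotype and symbol for time. Controls and knockouts separate along the first component and times along the second, and knockout ZT8 replicate 3 sits at 3.22 on the second component, among the ZT12 knockouts.

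Insr, the deleted gene, was compared first. The gene was read by 2 probes on chromosome 8 (mm9). Probe A_55_P2173927 lies at 3155472 to 3155531 and represented the gene. At ZT8 its mean was -1.40 ± 0.25 (SD, n = 6) in controls and -3.17 ± 0.25 in knockouts. At ZT12 it was -1.61 ± 0.14 in controls and -3.50 ± 0.25 in knockouts, and at ZT16 -1.62 ± 0.25 and -3.26 ± 0.25. The fitted log2 ratio of knockout to control was -1.77 at ZT8 (SE 0.13, limma adjusted p 1.2e-11), -1.88 at ZT12 (adjusted p 2.2e-12) and -1.65 at ZT16 (adjusted p 2.9e-11). This left 29.3%, 27.2% and 31.8% of the control signal. The exon that the probe reads was not determined, so these shares do not separate intact transcript from transcript that lacks the deleted exon. All 6 knockouts lay below every control at each time, and the exact permutation p was 0.00216 at each, the smallest possible. The normexp background correction moved these ratios most, to -0.98, -1.02 and -0.92. Within single wash batches the ratio ran from -2.05 to -1.53, with 1 to 3 arrays per group.

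The second probe, A_52_P6490, lies at 3159473 to 3159532 and was dimmer. Its difference was -0.93 at ZT8, -1.48 at ZT12 and -0.58 at ZT16 (exact permutation p 0.00216, 0.00216 and 0.0584, n = 6 per group). It was well above background on all controls but on only 4, 1 and 4 of the 6 knockouts, so the knockout values lie at or near background and the differences are not measured sizes. No difference between times in the genotype effect on Insr was detected (F test adjusted p 0.755).

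**Figure D2:**
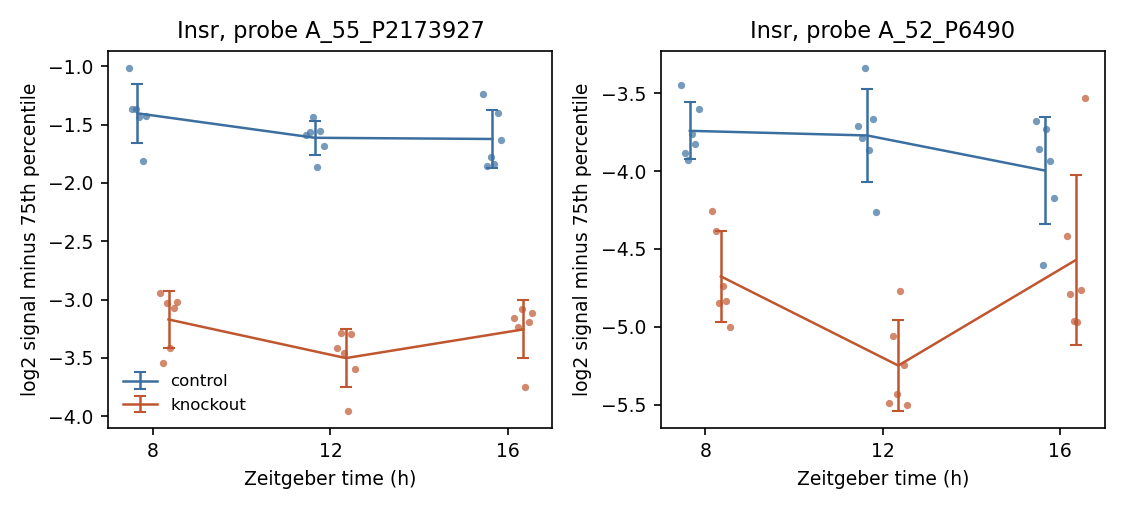
Insr signal (log2, relative to the 75th percentile of the array) against Zeitgeber time (h) for both probes, with points for arrays, and lines and bars for group means ± SD (n = 6). For the brighter probe the group means are -1.40 to -1.62 in controls and -3.17 to -3.50 in knockouts.

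The central comparison asked which liver transcripts depend on the hepatocyte insulin receptor at each time. At ZT8, 8164 of the 23054 genes (35.4%) were called, 3856 higher and 4308 lower in knockouts. At ZT12, 9730 genes (42.2%) were called, 4519 higher and 5211 lower. At ZT16, 9204 genes (39.9%) were called, 4593 higher and 4611 lower. A change of at least 2-fold was seen in 1417 of the called genes at ZT8, 1681 at ZT12 and 1620 at ZT16. The median absolute log2 ratio of called genes was 0.52, 0.54 and 0.53. The alternative that moved the total most at ZT8 was a fit of only the groups compared, with 6320 genes, and the counts of at least 2-fold moved most under the normexp correction, to 666, 789 and 684. Groups did not overlap for 3494, 4863 and 4342 of the called genes (for 3575, 4919 and 4436 of all genes), where chance gives 0.216% of genes.

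**Figure D3:**
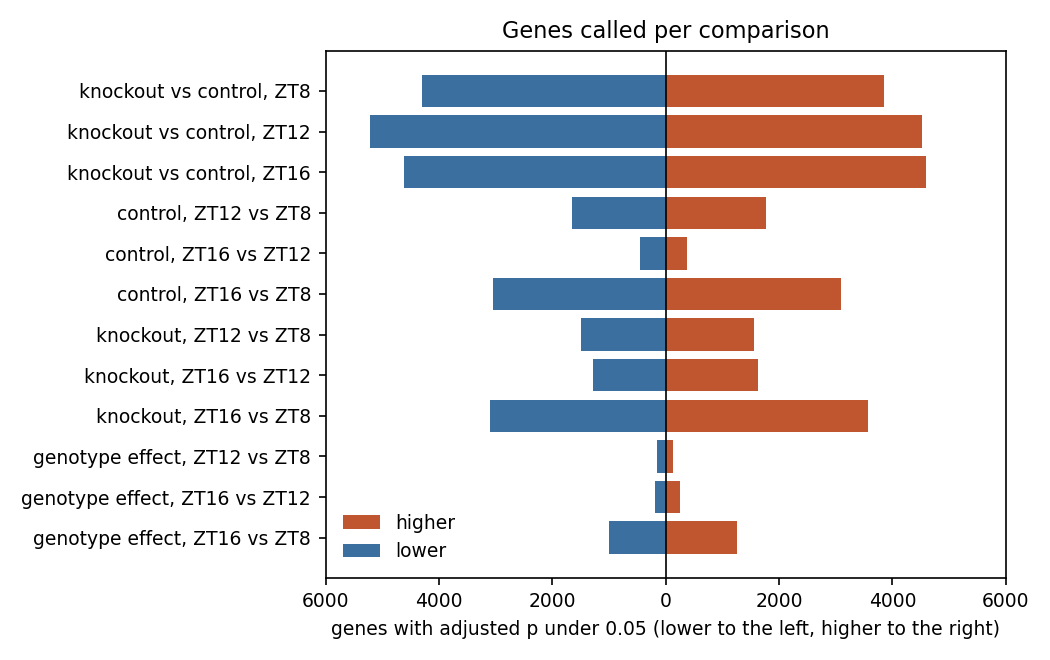
Number of genes with an adjusted p under 0.05 (horizontal axis) in each comparison, with genes lower to the left of 0 and genes higher to the right. The genotype comparisons have 8164, 9730 and 9204 genes, and the ZT16 minus ZT8 difference of the genotype effect has 2248.

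Among genes well above background on every array compared, Gpx3 (probe A_51_P292008, chromosome 11, 54723436 to 54723495) had the largest rise at all 3 times. Its mean at ZT8 was -2.84 ± 0.34 (SD, n = 6) in controls and 6.38 ± 0.50 in knockouts. The log2 ratio was 9.17 at ZT8 (SE 0.23, limma adjusted p 3.3e-23), 8.87 at ZT12 (adjusted p 8.9e-23) and 8.21 at ZT16 (adjusted p 8.9e-22). The normexp correction moved the ZT8 ratio most, to 8.11. Ppp1r3g (A_51_P155873, chromosome 13, 36061999 to 36062058) rose by 6.16 at ZT8 (SE 0.43, adjusted p 2.3e-12) and 7.29 at ZT12 (adjusted p 4.4e-14). The other genes with the largest rises were Ntf3 at ZT8 (5.17), Igfbp1 at ZT12 and ZT16 (5.60 and 5.30) and Lpl at ZT16 (4.04). All 6 knockouts lay above every control in each case.

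The largest falls at ZT8 were those of Nat8f5 (A_52_P2710, chromosome 6, 85767345 to 85767404) with a log2 ratio of -6.31, Myom2 (A_51_P431785, chromosome 8, 15133322 to 15133381) with -6.23 and Nat8 with -4.48 (limma adjusted p 9.5e-17, 8.1e-10 and 2.8e-16). Nat8f5 and Myom2 were also among the largest falls at ZT12 and ZT16, where Nat8f5 changed by -6.55 and -7.04, and Myom2 by -5.53 and -6.70. Nat8, Nat8f5 (named Cml5 in the files) and Nat8f6 are neighbouring paralogs, and signal shared between their probes was not excluded.

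Some genes were well above background in 1 genotype only, and their ratios are lower bounds. Of the called genes with a symbol these numbered 23 at ZT8 (13 higher in knockouts), 35 at ZT12 (21 higher) and 29 at ZT16 (18 higher). At ZT8 Sult2a1 was at least 20.4-fold higher in knockouts and Gngt1 at least 13.6-fold lower. These bounds are on group means and allow for signal below background, not for the spread between mice. For Sult2a1 that spread was wide, with a ZT8 knockout mean of -0.53 ± 3.42 (SD, n = 6). Its bound is therefore imprecise and not a minimum for each mouse. Sult2a1 was not called at ZT16 (log2 ratio 0.02), where 3 of 6 controls were well above background, though its genotype effect did not differ between times past the threshold (F test adjusted p 0.135). At ZT12 Nat8f6 was at least 9.47-fold lower and Defb1 at least 8.14-fold higher. At ZT16 Ciart was at least 13.9-fold lower and Nat8f6 at least 8.02-fold lower. Sult2a1 belongs to a family of similar sequences, and signal from related transcripts was not excluded.

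Agreement between times was described next. Across genes, the log2 ratios at ZT8 and ZT12 had a Pearson r of 0.827, those at ZT12 and ZT16 0.824 and those at ZT8 and ZT16 0.697. Genes are not independent replicates, so no p is given. With no filter on dim probes r fell to 0.723, 0.719 and 0.595. Of 13917 genes called at any time, 4533 were called at all 3, and 4483 of these had the same sign throughout (2049 higher and 2434 lower in knockouts).

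Time of day was the second factor. In controls 3422 genes differed between ZT12 and ZT8, 834 between ZT16 and ZT12, and 6130 between ZT16 and ZT8. In knockouts the counts were 3048, 2900 and 6662. The control ZT16 minus ZT12 count depended on single arrays, with 436 genes without control ZT16 replicate 6. A fit of only the groups compared gave 328 genes there, and 618 for ZT12 minus ZT8 in knockouts. Between ZT8 and ZT16, 3344 genes were called in both genotypes, 3081 of them with the same sign, and the changes had an r of 0.493 across genes.

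The size of the ZT8 to ZT16 change was compared over 8452 genes. The median absolute log2 change was 0.37 in controls and 0.41 in knockouts, a difference of 0.04 (permutation p 0.200). The slope of the knockout change on the control change was 0.754, against a median of 0.869 over permuted genotype labels (permutation p 0.180). Neither difference was larger than that between relabelled arrays, a comparison that the large genotype effect widens. The first rested on 1 array, since without knockout ZT8 replicate 3 it was 0.09 (permutation p 0.01, the smallest possible). The alternative that moved it most otherwise was the normexp correction (0.02).

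Whether the genotype effect depends on time was tested directly. The F test called 1951 genes (8.46%). The pairwise differences called 288 genes for ZT12 minus ZT8, 449 for ZT16 minus ZT12 and 2248 for ZT16 minus ZT8, of which 1253 were positive and 995 negative. Of the 1951 genes, 1080 had the larger absolute effect at ZT16 and 871 at ZT8. The effect had opposite signs at ZT8 and ZT16 in 981, with 220 called at both times. The F count moved most under array weights, to 3711, and rose to 3006 without knockout ZT8 replicate 3. Without that array the ZT12 minus ZT8 count was 947, and without knockout ZT8 replicate 5 it was 144. The ZT16 minus ZT12 count fell to 246 without knockout ZT16 replicate 2. With 1 to 3 arrays per group in a wash batch, this comparison was not fitted within batches, and wash batch entered as a model term.

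Among genes past the F test and well above background on every array, the largest ZT16 minus ZT8 differences of the genotype effect were those of Acot3, Mt2, Fkbp5 and Acot5. Fkbp5 (A_55_P1952379, chromosome 17, 28536060 to 28536119) had a difference of -2.84 (SE 0.35, limma F adjusted p 8.2e-06). Its control means rose from 2.16 ± 0.10 (SD, n = 6) at ZT8 to 4.89 ± 0.23 at ZT16, while the knockout means were 2.53 ± 0.48 and 2.43 ± 0.50. Mt2 had a difference of -3.00 (SE 0.66, adjusted p 0.00602), with genotype ratios of 3.85 at ZT8 and 0.85 at ZT16. Acot3 had -3.17 (SE 0.66, adjusted p 0.00381), with ratios of 2.07 and -1.11. Acot5 had -2.75 (SE 0.54, adjusted p 0.00373), with ratios of 1.68 and -1.07. Acot3 and Acot5 are neighbouring paralogs, and signal shared between their probes was not excluded.

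The 5 gene lists asked whether known insulin-dependent and time-dependent programmes moved as sets. Fatty acid synthesis genes had a median log2 ratio of -1.19 at ZT8, -1.62 at ZT12 and -1.35 at ZT16 (camera adjusted p 6.5e-06, 8.2e-08 and 1.6e-06). Of its 14 genes, 10, 12 and 12 were called over all genes and as many adjusted over the list alone. All called genes were lower except 1 at ZT16. FoxO targets and gluconeogenesis genes had medians of 0.70, 0.57 and 0.69 (0.00104, 3.4e-04 and 0.0174). Of its 12 genes, 8, 8 and 11 were called over all genes and 8, 11 and 11 adjusted over the list alone. Of those called over all genes 7 were higher at each time. Cholesterol synthesis genes had medians of -0.65, -0.51 and -0.63 (4.1e-05, 8.7e-04 and 6.5e-06), with 13, 11 and 14 of 19 genes called, all lower, and 15, 13 and 15 adjusted over the list alone.

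Clock genes had medians of -0.16, -0.32 and -0.997 (camera adjusted p 0.0174, 0.0314 and 1.6e-06). Of 17 genes tested, 8, 7 and 12 were called, all lower, and 8, 7 and 13 adjusted over the list alone. The genes called differed between times. Arntl and Nr1d1 were called at ZT8 only, and Per2, Per3, Dbp and Tef at ZT12 and ZT16 only. With Ciart at its bound the ZT16 median was the same. Without knockout ZT8 replicate 3 the ZT8 clock result no longer passed (0.0565), nor did the ZT12 result without knockout ZT12 replicate 6 (0.0577). PPARα targets and oxidation genes had medians of 0.49, -0.06 and -0.18 and did not pass (0.0811, 0.417 and 0.247), with 8, 8 and 5 of 16 genes called and 9, 8 and 5 adjusted over the list alone. The ZT8 result passed without knockout ZT8 replicate 3 (0.00474) or without control ZT8 replicate 6 (0.0356).

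The ZT16 minus ZT8 difference of the genotype effect passed for the clock list (median -0.65, camera adjusted p 3.0e-05) and the PPARα list (-0.52, 2.5e-04). It did not for fatty acid synthesis (-0.23, 0.223), FoxO targets (-0.18, 0.417) and cholesterol synthesis (-0.02, 0.417). For that comparison 13, 1, 2, 2 and 1 genes of these lists were called over all genes and 15, 4, 2, 5 and 1 adjusted over the list alone. For FoxO targets its mean was 0.01, of the other sign than the median. Of the 13 clock genes called, 9 had a negative difference and 4 a positive one, so the clock list did not move as 1. All 20 tests fell on the same side under fry, while with an inter-gene correlation estimated from the data camera called 0 of 20, and 6 had an unadjusted p under 0.05. In the exact permutation test of the mean per array, added after the data were seen, every genotype comparison of 4 lists passed (adjusted p 0.00325 to 0.0216), and those of the PPARα list did not (0.0699 to 0.600).

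**Figure D4:**
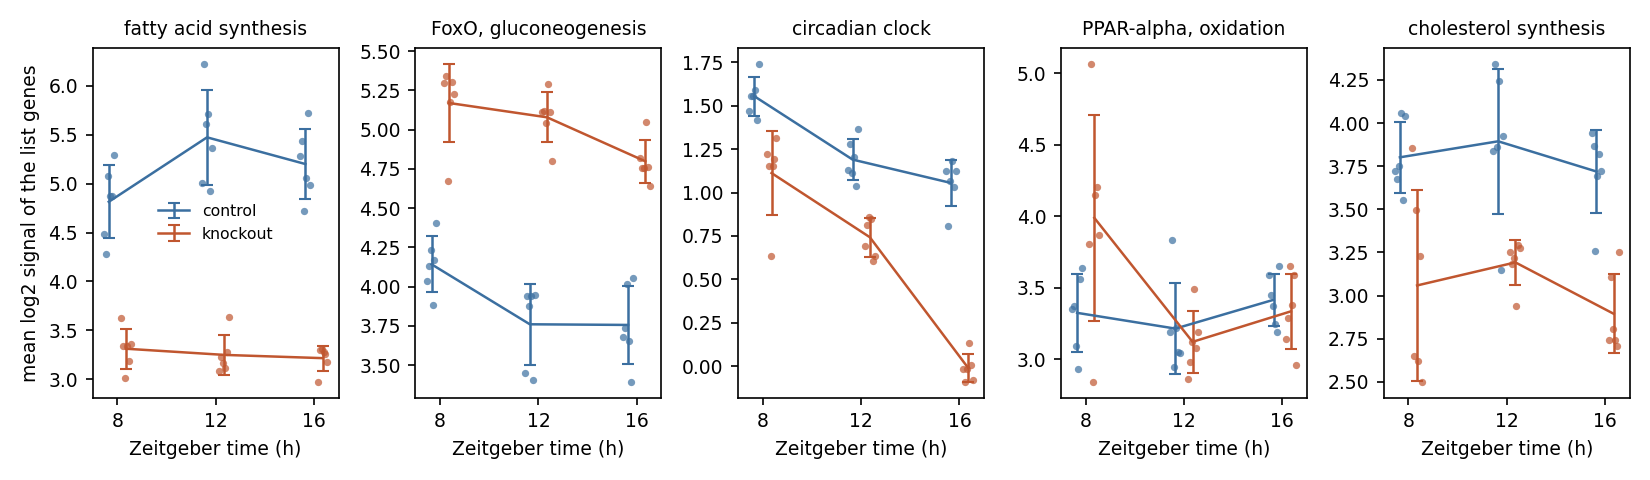
Mean log2 signal of the genes of each list (vertical axis, relative to the 75th percentile of the array) against Zeitgeber time (h), with points for arrays, and lines and bars for group means ± SD (n = 6). The fatty acid synthesis mean is 4.81 to 5.47 in controls and 3.22 to 3.31 in knockouts, and the clock mean of knockouts falls from 1.11 at ZT8 to -0.01 at ZT16.

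Of the genes of the lists with the smallest p, those given here kept the direction of their ratio at all times, except the clock gene Tef. Thrsp changed by -2.86, -4.46 and -5.08, Scd1 by -2.28, -2.16 and -1.84, and Pklr by -1.56, -2.42 and -2.46. Irs2 rose by 2.30, 3.65 and 3.14 and Ppargc1a by 2.19, 2.20 and 1.89. Igfbp1 rose by 4.05 at ZT8. Sesn3 was not called at ZT8 (0.08) and rose by 0.52 and 0.81 later. Nsdhl changed by -1.52, -1.23 and -1.46, Insig1 by -1.31, -1.41 and -1.32, and Fdps by -1.61, -1.54 and -1.49.

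Slc25a20 changed by -0.33, -0.72 and -0.97, and its ZT8 result no longer passed under 6 alternatives or without any of 7 single arrays. Fabp1 changed by -0.47, -0.77 and -0.88, and did not pass at ZT8 when only the groups compared were fitted (0.146). Cpt1a rose by 0.68 and 0.47 at ZT8 and ZT12. At ZT16 it was not called (0.23), though it passed in the 3 quantile normalized settings. Pdk4 rose by 2.30 at ZT8 and was not called at ZT12 (0.66) or ZT16 (1.02), though it passed at ZT16 when only the groups compared were fitted (0.00771).

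The time course of clock genes was followed in Arntl, Dbp, Nr1d1 and Per2. From ZT8 to ZT16 Arntl rose by 3.87 (SE 0.33) in controls and 5.76 in knockouts, a difference of 1.89 (SE 0.47, limma adjusted p 0.00782). It was well above background on only 2 of 6 ZT8 knockouts, and under the normexp correction the difference no longer passed (0.66, adjusted p 0.0573). Dbp changed by -4.66 (SE 0.24) and -5.88, a difference of -1.22 (SE 0.34, adjusted p 0.0186). With slide as a fixed block this no longer passed (adjusted p 0.0636), nor did Dbp pass the F test (0.0541). Nr1d1 changed by -5.60 (SE 0.25) and -4.32, a difference of 1.29 (SE 0.36, adjusted p 0.0183). In ZT16 controls its mean was -4.46 and it was well above background on 5 of 6 arrays, so values near background enter this difference.

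Per2 rose by 1.39 (SE 0.16) in controls and changed by -0.77 in knockouts, a difference of -2.16 (SE 0.22, limma adjusted p 3.2e-07). Its genotype ratio was -0.11 at ZT8, -0.90 at ZT12 and -2.26 at ZT16. Per3 went the same way, with ratios of -0.15, -0.78 and -1.90. Ciart had -1.18 at ZT8 and -2.93 at ZT12. Tef was not called at ZT8 (0.25) and had -0.32 and -1.23 later. The ZT8 result of Tef passed with array weights or without knockout ZT8 replicate 3, and its ZT12 result no longer passed under 3 alternatives or without any of 6 single arrays.

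**Figure D5:**
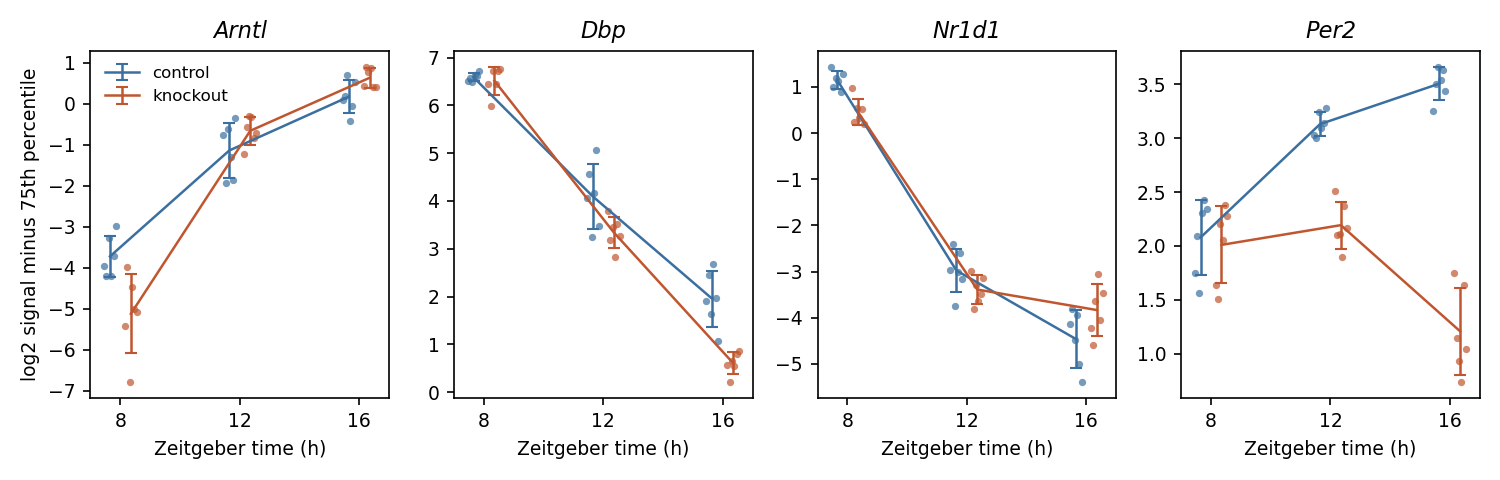
Signal of Arntl, Dbp, Nr1d1 and Per2 (log2, relative to the 75th percentile of the array) against Zeitgeber time (h), with points for arrays, and lines and bars for group means ± SD (n = 6). Per2 rises to 3.51 at ZT16 in controls and is 1.21 in knockouts at that time.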

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

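Chosen only after their results were seen were the tests of the other splits of the arrays, of a second probe, of the slide, the signal level, blood, dividing cells, and stellate cells and fibroblasts for knockout ZT8 replicate 3, of 1 array, the slide and the normalization for the F count, and of a clock phase shift, and the other tests in this part were chosen before.

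Single arrays far from their group were sought for named genes, list means and principal components in groups of 6 arrays. Not every named gene was searched in all 6 groups. The gap to the nearest array was compared with the group's range and the 5% limit of Dixon's test. Of 248 groups 25 passed it. Chance passes about 1 in 20, or 12.4 groups, so about as many as that are expected without any cause. Of the 25, 17 were named genes and 7 fell on knockout ZT8 replicate 3.

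On knockout ZT8 replicate 3, Ppp1r3g was 4.00 (others 5.54 to 5.93), Ntf3 1.01 (others 1.93 to 2.17), Scd1 4.39 (others 5.67 to 5.96) and Myom2 0.19 (others -4.55 to -2.88). The mean of the FoxO and gluconeogenesis list was 4.67 (others 5.17 to 5.34) and that of the clock list 0.64 (others 1.15 to 1.32). Principal component 3 was -68.9 (others -4.15 or higher). On this array 796 genes lay more than 1 log2 unit beyond all other ZT8 knockouts, 551 of them higher. For the other ZT8 knockouts that number was 41 to 201, and the highest of the other 35 arrays had 399.

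Several explanations for this array were tested. A control array under a knockout label is argued against by Insr at -3.54, which is below the other ZT8 knockouts (-3.42 to -2.94) and far below the lowest ZT8 control (-1.81). An array of another time is argued against by the 17 clock genes, whose root mean square distance was 0.906 to the other ZT8 knockouts, against 1.90 to the ZT12 and 2.88 to the ZT16 knockouts. The distance is still larger than that of any other ZT8 knockout to the rest (0.254 to 0.543). The signal level is argued against by a share of spots well above background of 62.1% and a 75th percentile of 495, both within the range of the other arrays. Tissue from pancreas or fat is argued against by medians of their marker genes that were lower than in the other ZT8 knockouts (-0.60 and -0.53). Of the most abundant of these, Cela1 was lower by -0.60, while Fabp4 was higher by 0.52. Blood as the whole cause is argued against by the red cell genes, which rose by a median of 0.66, no more than those of macrophages or dividing cells. The rule for blood was written after its result was seen.

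What stays open for this array is as follows. Genes of dividing cells were raised by a median of 2.58, all 5 of them above every other ZT8 knockout, with Birc5, the most abundant, raised by 2.57. Genes of stellate cells and fibroblasts were raised by a median of 0.88, 11 of 12 of them above every other ZT8 knockout, with Dcn, the most abundant, raised by 0.81. Their mean of 1.58 was above all other 35 arrays (highest 1.37). More dividing cells and more stellate cells or fibroblasts are thus candidate explanations, found and tested on the same data. The mean of male-biased genes, 1.37, was the lowest of all arrays (lowest of the others 2.00). Macrophage genes were raised by a median of 0.87, with 7 of 11 above every other ZT8 knockout, but Marco, the most abundant, rose by only 0.07, so a macrophage share cannot be told apart from a change within the tissue. The slide cannot be told apart either. The lowest component 3 score of the other arrays on the slide was -33.9, on knockout ZT16 replicate 6, below all others of its group (-9.05 to 19.4), and this was the only one of the 4 slide-mates below its group. Of the 4 slide-mates, 3 had the highest mean of dividing-cell genes in their group (chance p 0.0162, for a pattern chosen after it was seen), while 2 of the 5 arrays on the slide were controls. The 3 knockouts on the slide also had the lowest mean of male-biased genes in their groups, and 0 of its controls did. Against the slide alone, knockout ZT12 replicate 6, on another slide, had a component 3 score of -27.8, the lowest of its group, and a mean of dividing-cell genes of -1.09, close to the highest of its group. A first version of the slide test looked at its controls only and did not show the pattern. A difference between mice of the knockout genotype is also open and was not tested.

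Knockout ZT16 replicate 6, on the same slide, had Fkbp5 at 1.48 (others 2.41 to 2.86), Pklr at -2.76 (others -1.93 to -1.43), Ppargc1a at 2.89 (others 2.35 to 2.55), Pdk4 at 1.12 (others 0.46 to 0.65) and a first principal component of -59.8 (others -43.7 to -34.8). Control ZT8 replicate 6 had Mt2 at 4.28 (others 1.46 to 2.47) and Sult2a1 at -4.56 (others -7.33 to -6.63, all of them below background). Control ZT8 replicate 1 had Nat8 at 3.06 (others 4.06 to 4.22). Control ZT12 replicate 6 had Tef at 6.69 (others 6.15 to 6.26), and control ZT12 replicate 2 had a PPARα list mean of 3.84 (others 2.95 to 3.22). Control ZT16 replicate 6 had Scd1 at 7.06 (others 7.84 to 8.27). Control ZT16 replicate 3 had Fabp1 at 9.55 (others 9.84 to 9.98) and a cholesterol list mean of 3.26 (others 3.69 to 3.94). Knockout ZT16 replicate 5 had Insr at -3.75 (others -3.24 to -3.08). Knockout ZT12 replicate 6 had a fatty acid synthesis list mean of 3.64 (others 3.08 to 3.28), and knockout ZT12 replicate 4 a cholesterol list mean of 2.94 (others 3.18 to 3.29). Nat8f6 was -6.78 on knockout ZT12 replicate 3 and -5.38 on knockout ZT16 replicate 3, both below background.

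A fault of a single probe was tested where a second probe of the gene existed, and the cases were split by background after the result was seen. In 5 of 5 cases with both probes well above background the second probe placed the same array at the same end of its group, which argues against a probe fault there. Where 1 or both probes were not, for Nat8f6 and for Insr on knockout ZT16 replicate 5, this held in 1 of 3 cases, and with signals at or near the floor the test cannot tell. Genes without a second probe were not tested, and no biological explanation was tested for these single arrays.

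The genotype effect differed between times for 1951 genes by the F test, and for 288 (ZT12 minus ZT8), 449 (ZT16 minus ZT12) and 2248 (ZT16 minus ZT8) by pairwise differences. Genotype labels were reassigned within times after the genotype effect common to all times had been removed from each gene. In each case 1 of 100 assignments, the real one, gave as many (the highest of the others gave 14, 1, 1 and 117 genes). This argues against chance, with 1 of 100 the smallest share possible. An earlier version left the common effect in, which by its construction gave next to no genes, and was replaced after its result was seen. The outlying array as the source is argued against by a count of 3006 without it, although it does change the ZT12 minus ZT8 count, to 947. The slide as the source is argued against by 1516 genes with slide as a fixed block. The signal column and normalization are argued against by 2107 genes in the authors' table. A dependence of the genotype effect on time of day, which the design names, stays open as a hypothesis, next to causes that were not tested, such as a difference in feeding times.

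Of the 39 named genes 18 passed the F test. The ZT16 minus ZT8 difference of the genotype effect, in log2, was -1.44 for Ntf3, -1.05 for Nat8, 1.57 for Lpl, -2.22 for Thrsp, 0.73 for Sesn3 and -0.65 for Slc25a20. It was -3.17 for Acot3 and -2.75 for Acot5, whose probes were not shown to be separate, and -3.00 for Mt2 and -2.84 for Fkbp5. For clock genes it was -2.16 for Per2, -1.75 for Per3, -1.48 for Tef and 1.29 for Nr1d1. Nr1d1 was well above background on 5 of 6 ZT16 controls. For Gngt1 (2.85), Nat8f6 (-1.33) and Ciart (-4.11) 1 or more groups were below background, and Arntl (1.89) was well above it on only 2 of 6 ZT8 knockouts, so these are not measured sizes.

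The clock list differed between times (-0.65), and 2 of 100 assignments gave a result as large. This argues against chance, without adjustment for the number of lists tested. An earlier clock phase in knockouts is a possible explanation. It predicts that at ZT12 each clock gene is displaced along its ZT8 to ZT16 course. With the mean course of both genotypes the fitted displacement was 1.54 h earlier (exact permutation p 0.00433 over 924 assignments of the 12 ZT12 arrays), and 14 of 17 genes had the sign it predicts, with an r of 0.52 across genes. Without Ciart the displacement was 0.90 h, so part of it rests on that gene. With the course of controls alone it was 1.096 h (exact permutation p 0.0130). When a change shared by all clock genes was allowed for, it was 1.26 h on the mean course (exact permutation p 0.00649). On the course of controls it was then 0.84 h (exact permutation p 0.0541). In controls Per2 rose from ZT8 to ZT16, so an earlier phase predicts a rise at ZT12, but it fell. A phase shift therefore cannot be told apart from a lower level of clock genes, and 3 times cannot fix a phase. The versions with the course of controls or a shared change were added after the first result was seen. Altered feeding times or a direct effect of the receptor stay open and were not tested.

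The PPARα and oxidation list differed between times as well (-0.52), but 23 of 100 assignments gave a camera result as large, so chance cannot be excluded for it. For fatty acid synthesis, FoxO targets and cholesterol synthesis 54, 54 and 79 of 100 assignments did.

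Fkbp5 and Mt2, among the genes with the largest differences, are known glucocorticoid targets. A glucocorticoid response at another time of day in knockouts was therefore tested on 10 other targets. Their median difference was -0.78, with medians of 0.20 at ZT8, 0.21 at ZT12 and -0.70 at ZT16 (camera p 0.00451, adjusted 0.0180, 4 genes called lower and 1 higher). With an estimated correlation it did not pass (p 0.107). The median difference shrank to -0.42 under normexp, on median signals and in the authors' table, and was -0.73 under quantile normalization. The mean of the list per array differed by 0.38, 0.34 and -0.50 (exact permutation, adjusted p 0.0675, 0.237 and 0.0260 over 36 tests). These values are consistent with the explanation, which remains a hypothesis. Hormone levels were not measured here.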

How the results depend on the processing

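All alternatives were chosen before their results except the exact permutation of list means. Scan date, planned as an alternative, was not run, since all arrays were scanned on 1 day.

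The Insr ratios kept their direction and stayed past the threshold in all 14 alternatives, between -1.81 and -0.98 at ZT8, -1.91 and -1.02 at ZT12, and -1.75 and -0.92 at ZT16. With each array left out in turn they ran from -1.86 to -1.67, -1.93 to -1.80 and -1.71 to -1.56. The numbers of genes called between genotypes stayed within 1.5 times, at 6320 to 9397, 8820 to 10602 and 8311 to 10846. Replicate numbers did not pair the mice: of 90 pairs of arrays with the same number in different groups, 14 had residual correlations over 0.1, and a block for the number changed no count beyond 1.5 times (F count within the range below).

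The cause was not tested for the changes below, except where fewer genes, fewer arrays or another spread is part of the setting. Counts of at least 2-fold at ZT8, ZT12 and ZT16 were 666, 789 and 684 under normexp, 790, 915 and 845 on median signals, 791, 920 and 847 in the authors' table, and 870, 1037 and 962 when only genes well above background on all arrays were tested. The first 3 settings compress ratios of dim genes by construction.

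With no filter on dim probes ZT16 minus ZT12 in controls gave 494 genes, the pairwise interactions ZT12 minus ZT8 and ZT16 minus ZT12 134 and 254, and the F test 1274, over 37240 genes in place of 23054. With slide as a fixed block the control ZT16 minus ZT12 count was 339 and the interaction ZT12 minus ZT8 175. When only the groups compared were fitted, on fewer arrays, the control ZT16 minus ZT12 count was 328, the knockout counts were 618 (ZT12 minus ZT8), 1684 (ZT16 minus ZT12) and 4362 (ZT16 minus ZT8), and the interaction ZT16 minus ZT12 was 266. With array weights the interactions were 940, 1084 and 4034, and the F count 3711. Knockout ZT8 replicate 3 had the lowest weight (0.198).

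With arrays left out in turn, control ZT16 minus ZT12 ran from 436 to 883, the interaction ZT12 minus ZT8 from 144 (without knockout ZT8 replicate 5) to 947 (without knockout ZT8 replicate 3), ZT16 minus ZT12 from 246 to 600, and F from 1456 to 3006. The difference in median absolute change ran from 0.0268 to 0.0911 and passed only without knockout ZT8 replicate 3 (permutation p 0.01).

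The correlations across genes were 0.723, 0.719 and 0.595 with no filter. That of ZT12 and ZT16 was 0.860 under normexp, 0.853 in the authors' table and 0.855 on genes well above background on all arrays.

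With an estimated correlation, all 14 list calls of camera were lost, with unchanged medians: fatty acid synthesis -1.19, -1.62 and -1.35, FoxO targets 0.70, 0.57 and 0.69, clock -0.16, -0.32 and -0.997, cholesterol synthesis -0.65, -0.51 and -0.63, and the interactions of the clock (-0.65) and PPARα (-0.52) lists. Adjusted p then ran from 0.0763 to 0.423 over these. The clock list no longer passed at ZT8 (-0.15) and ZT12 (-0.32) on genes well above background on all arrays, at ZT8 with array weights (-0.15) and at ZT12 under normexp (-0.29). FoxO targets at ZT16 no longer passed with every probe on its own (0.37, adjusted p 0.0555, over the alternatives 1.8e-05 to 0.307). PPARα targets at ZT8 passed under normexp (0.49), with no filter (0.49) and with array weights (0.63).

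The interaction of the cholesterol list, never past the threshold, changed sign on median signals (0.0264), in the authors' table (0.0276) and with only the groups compared (0.00728). With arrays left out it ran from -0.14 to 0.10, the PPARα list from -0.10 to 0.0586 at ZT12 and from 0.30 to 0.63 at ZT8, and the clock list from -0.26 to -0.13 at ZT8 and from -0.34 to -0.25 at ZT12. Under fry all 20 list results stayed on the same side, as did the 15 tested by exact permutation.

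No named gene changed direction in any alternative. Of the changes in their calls, 12 were lost and 5 gained under alternatives, and 13 lost and 1 gained with an array left out, all in Tef, Slc25a20, Fabp1, Cpt1a, Pdk4, Arntl and Dbp.

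Signal over background limits the dim genes. Sult2a1 at ZT8, Gngt1 at ZT8, Nat8f6 and Defb1 at ZT12, and Nat8f6 and Ciart at ZT16 have bounds only, and the second Insr probe is near background in knockouts.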

Other observations

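Chosen only after their results were seen were the tests of the other splits of the arrays, of a shift towards the female pattern and of a hepatocyte share, and the exact permutation of list means, with and without knockout ZT8 replicate 3, while the tests of female tissue and of a strain segment were chosen before.

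Other splits of the same arrays were tried for the comparisons of the report. For the number of genes called and the number of at least 2-fold at ZT8, ZT12 and ZT16, 1 of 100 splits, the real one, gave as many. The same held for 5 of the 6 time comparisons within genotypes. For ZT12 minus ZT8 in knockouts 3 of 100 splits did, and the others among these, with 3687 and 3443 genes, each exchanged 1 array per group with the other time and followed no wash batch. Chance is argued against for the counts that only the real split reached, where 1 of 100 is the smallest share possible. For ZT16 minus ZT8 in knockouts the highest other split gave 5742 genes, against 6662. For ZT12 minus ZT8 in knockouts chance is argued against as well. None of this was adjusted for the number of comparisons.

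For lists the splits were compared on the camera p. For fatty acid synthesis 9, 9 and 4 of 100 splits gave a result as large at ZT8, ZT12 and ZT16, for FoxO targets 10, 2 and 8, for the clock 24, 20 and 1, for PPARα targets 61, 61 and 38, and for cholesterol synthesis 28, 33 and 18. By this measure chance is argued against only for fatty acid synthesis at ZT16, FoxO targets at ZT12 and the clock at ZT16. The numbers of splits were not adjusted for the number of list comparisons, so chance is not excluded for these either. In the exact permutation of the mean per array, all genotype comparisons of these lists except PPARα passed. The genes of a list move together between mice, which camera at a correlation of 0.01 does not allow for.

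Genes with a known sex bias in liver moved between genotypes. Male-biased genes (24) had a lower mean per array in knockouts, by -2.76, -2.48 and -2.06 at ZT8, ZT12 and ZT16 (exact permutation, adjusted p 0.0111 each over 36 tests, all 6 knockouts below every control). Female-biased genes (16) had a higher mean at ZT8 (2.25, adjusted p 0.0111) and ZT12 (1.89, adjusted p 0.0173), but not detectably at ZT16 (0.64, adjusted p 0.170). The medians kept these directions under all 4 scaling alternatives. Tissue of female mice in the knockout groups is argued against by the Y-linked genes, whose lowest mean on any knockout array was -0.72, against -0.63 for the lowest control, and by Xist, which was well above background on 0 of 36 arrays.

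A shift towards the female pattern may explain this at ZT8 and ZT12, where the lower of the medians of female-biased genes was 1.85 and camera passed for both lists. At ZT16 the median was 0.39 (camera adjusted p 0.219), so it cannot be told whether the shift holds there. A first version of the test asked for both lists at all 3 times and was not met. With an estimated correlation camera passed for neither list at any time (adjusted p 0.475 or more), and 3 of 6 tests had an unadjusted p under 0.05. The female-biased list differed between ZT16 and ZT8 in its genotype effect (-1.94, camera adjusted p 7.5e-05). Control arrays also varied along this axis, with female-biased means of -0.81 to 1.13 at ZT8 and 0.49 to 2.64 at ZT16. Growth hormone or sex hormone levels, which could act here, were not measured.

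Markers of other liver cells were compared for a lower share of hepatocytes in knockouts, which may raise all of them alike. The means per array changed by 0.03, 0.58 and 0.40 for endothelium (exact permutation, adjusted p 0.781, 0.0111 and 0.0173), by 0.73, 0.85 and 0.73 for macrophages (0.144, 0.0825 and 0.0825), by -0.09, 0.19 and 0.19 for stellate cells and fibroblasts (0.773, 0.315 and 0.317) and by -0.43, -0.14 and 0.12 for bile duct (0.401, 0.508 and 0.516). Of 18 differences between the changes of these lists 0 passed an adjusted exact permutation p of 0.05, while 6 had an unadjusted p under it. The explanation therefore cannot be told apart from changes in single cell types. An earlier version of this test, on the lowest median, was replaced after its result was seen.

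Of the other lists, genes of dividing cells had a higher mean in knockouts at ZT16 (1.27, exact permutation, adjusted p 0.0111) and not past the threshold at ZT8 (0.98, 0.0668) or ZT12 (0.74, 0.237). Without knockout ZT8 replicate 3 the ZT8 difference was 0.49. These genes are dim, and the size depends on the background treatment: the ZT16 median of 1.42 became 0.36 under normexp, 0.68 on median signals and 0.66 in the authors' table. The mean of fat genes was lower by -0.54, -0.54 and -0.28 (0.0111, 0.0234 and 0.315). This rests on few of the 5 genes, since their medians were -0.10, -0.33 and -0.09. Of them 1, 2 and 1 were called lower and 0, 1 and 1 higher, and camera did not pass (adjusted p 0.476, 0.691 and 0.888). The means of red cell genes differed by -0.81, 0.31 and 0.48 (exact permutation, adjusted p 0.0539, 0.438 and 0.0260). The medians of these 6 genes were -0.26, 0.95 and 0.91, with 1 gene called lower at each time and 0, 4 and 4 higher. The means of pancreas genes differed by -0.27, -0.07 and 0.02 (0.170, 0.486 and 0.773) and those of Y-linked genes by -0.14, 0.02 and -0.12 (0.144, 0.725 and 0.130). Without knockout ZT8 replicate 3, the ZT8 means changed by -0.29 for stellate cells and fibroblasts, by 0.57 for macrophages and by -0.94 for red cells, the last of which then passed (exact permutation, adjusted p 0.0130 over 12 tests). This was added after the result was seen. How many of these genes hepatocytes also express was not determined.

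If the altered Insr allele came from another strain, which the labels do not say, a flanking segment of that strain could change nearby genes. Of 91 genes within 10 Mb of the Insr probes 23.1% were called with the same sign at all 3 times, against 19.5% of genes elsewhere (Fisher's exact test, two-sided p 0.356). Single chromosomes ran from 16.5% (chromosome 12) to 22.2% (chromosome 14). An excess near Insr was not detectable, and with 91 genes a small one cannot be told apart from none. This reading was made the more cautious one after the p was seen.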
